A study of Mus musculus with 16 samples. Its data were reported in "Phenotype-Specific Transcriptomic Responses to Glucocorticoid Signaling in the Prefrontal Cortex and Dorsal Raphe Nucleus Following Chronic Social Stress" (2026).

How the data were processed

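RNA was sequenced from the dorsal raphe nucleus (DRN), the midbrain nucleus that holds most serotonin neurons projecting to the forebrain, of male C57BL/6J mice. There were 16 libraries. Mice were controls or had gone through 30 days of chronic social defeat stress, and the stressed animals were classed by behavior as passive coping (PS) or active coping (AS). All received saline or 2 mg/kg of dexamethasone (DEX), a synthetic glucocorticoid that activates the glucocorticoid receptor, and tissue was taken 6 h later. Libraries were grouped by the labels alone and are named by group and the number in their label. These numbers differ between groups, so they pair no libraries.

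The authors trimmed reads with fastp v0.20.1, aligned them with HISAT2 v2.2.1 to the mouse genome mm10 (GRCm38), counted reads per gene with featureCounts and the GENCODE vM22 annotation, and fitted a phenotype by treatment factorial model in DESeq2 v1.36.0. The libraries were made with a strand-specific kit, but whether the counting used the strand is not stated, so values of antisense and overlapping genes are uncertain. The values analyzed are the signal the authors deposited: normalized counts, which are gene counts divided by 1 size factor per library. The authors' deposited tables of comparisons hold, per gene, a log2 fold change by the authors and their p-value and Benjamini-Hochberg (BH) adjusted p-value.

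The table of normalized counts lists 14504 genes. Although the stated filter asks for 10 aligned reads in each sample, 973 of the listed genes fell below 10 reads in at least 1 of these libraries and 496 were at 0 in at least 1, so the table was taken as already filtered and all 14504 genes were tested. In every library 100% of the values were whole numbers once multiplied by that library's size factor, and the factors recovered in this way equaled DESeq2's median-of-ratios factors. This gave the whole reads behind each value and the depth of each library, from 38207157 to 62447298 reads in the listed genes. Pairs of libraries of the same group correlated at 0.958 to 0.987 across genes, and every one of the 14 pairs differed by far more than counting noise (chi-square per degree of freedom of 23.0 or more), so no library was a copy of another. Gene coordinates and classes were read from the authors' deposited tables of comparisons. Transcript length, GC content and the starts of protein-coding genes came from the GENCODE vM21 annotation of GRCm38. There, 14493 genes (99.92%) had a transcript length and GC content. A symbol used by more than 1 gene identifier occurred 5 times (11 identifiers), and such genes were kept apart by identifier.

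Because the deposited values are not whole counts, the main test was limma: log2(normalized count + 1) was fitted with a mean for each of the 6 groups over all 16 libraries, and contrasts were tested with eBayes with a mean-variance trend (10 residual and 3.88 prior degrees of freedom). P-values were adjusted by BH over genes within each contrast, and a gene was called at an adjusted p under 0.1, the threshold of the study. Fold changes are on the log2(normalized count + 1) scale, which understates the change of low genes. The contrasts were PS or AS saline against control saline, AS against PS saline, DEX against saline within each phenotype and averaged over the 3 phenotypes, and the 3 differences between those DEX effects (interactions). The first comparison used 2 PS saline libraries and the DEX comparison in AS used 2 DEX libraries, which limits the precision of both.

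Gene sets were tested with camera at a preset inter-gene correlation of 0.01, with BH over 147 tests (21 sets in 7 contrasts) and a threshold of 0.05. The sets were lists of glucocorticoid target genes, serotonergic genes, markers of serotonin, dopamine and GABA neurons, ependymal cilia, choroid plexus, myelin, oligodendrocyte precursors, astrocytes, microglia, endothelium and mural cells, glutamatergic synapse genes, immediate early genes and RNA silencing genes, and families taken by symbol: cytosolic ribosome, oxidative phosphorylation, mitochondrial genome, proteasome and potassium channels. Lists of motor neuron and blood markers had 4 members each among the genes, fewer than the minimum of 5, and were not tested. The score of a set in a library is the mean over its members of the log2 deviation from the gene's mean.

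The named genes were fixed by a rule. Up to 5 genes per comparison were those with the smallest p among the called genes with separated arms. Separated means that the libraries of one arm all lay above or all below those of the other. The rule added the called genes of the serotonergic and glucocorticoid target lists, Tph2, and 13 of the genes that the study names for this tissue. The last were picked by the study on these same libraries. These choices, the lists, the tests and the alternatives were fixed before the data were examined, except where a later choice is stated.

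The alternatives were pseudocounts of 0.1 and 10, genes with a mean of at least 100 or at least 1, TMM scaling, quantile normalization, robust eBayes, library weights (limma arrayWeights), fits on only the groups compared, a covariate for serotonin neuron or ependymal cilia markers, edgeR's quasi-likelihood test and DESeq2 on the recovered reads, a threshold of 0.05, leaving out each library in turn, and, for sets, fry and camera with an estimated correlation. Chosen after seeing the data were a filter of at least 10 reads in every library and the removal of each library's trend with transcript length or GC content. The estimation of library weights stopped before full convergence.

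The procedures were tested on simulated data, with reads drawn for the real 14504 genes and 200 genes changed by a log2 of 1 in 1 contrast. The limma fit recovered 73.5% of the changed genes with 12.0% false calls and made 1 call in a contrast where nothing changed. For edgeR the values were 73.5%, 12.0% and 0 calls, and for arrayWeights 74.0%, 12.9% and 1 call. DESeq2 recovered 85.0%, with 25.4% false calls and 22 calls where nothing changed. Both camera and fry called the changed set and 0 of 140 tests of unchanged sets. Genes were drawn independently and the unchanged sets were random, so this does not test either method under correlation between genes. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. Prefrontal cortex libraries of the study were not analyzed here.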

Results

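PolyA RNA of the mouse dorsal raphe nucleus was profiled in 16 libraries from 6 groups. Control mice gave 3 saline and 3 DEX libraries, PS mice 2 saline and 3 DEX libraries, and AS mice 3 saline and 2 DEX libraries. Single libraries are named by their titles, for example con_sal_102 for a control saline library. The libraries held between 38207157 reads (PS_dex_34) and 62447298 reads (AS_sal_8) in the 14504 listed genes. The 10 most abundant genes took between 4.06% and 6.45% of the reads of a library. Values are normalized counts, given as mean ± SD with the number of libraries, and adjusted p-values come from the limma fit over all libraries with BH adjustment unless another test is named.

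To learn whether the libraries labeled DEX carried the transcriptional mark of glucocorticoid receptor activation, 30 known glucocorticoid target genes were examined first. Their mean score lay between 0.40 and 0.73 in the 8 DEX libraries and between -0.70 and -0.47 in the 8 saline libraries, with no overlap. With adjustment over all genes, 22 of the 30 were called in controls, 19 in PS, 16 in AS and 27 in the DEX effect averaged over the phenotypes. Every member called in this way rose except Ccnd1 in controls (log2 fold change -0.78, adjusted p 0.0271) and in the average (-0.58, adjusted p 0.00261). Adjusted over the list alone, the counts were 28, 26, 28 and 29, and Ccnd1 was then called lower in PS (-0.52) and AS (-0.43) as well. With adjustment over all genes the call of Ccnd1 in controls was lost without con_dex_101 (adjusted p 0.127) or con_dex_122 (adjusted p 0.112).

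The gene with the smallest p in all 3 phenotypes was Fkbp5, a chaperone gene of the glucocorticoid receptor (ENSMUSG00000024222.17, protein coding, GRCm38 chromosome 17, 28399094 to 28517527). In controls it rose from 1297 ± 57.7 (SD, n = 3) to 5934 ± 345 (SD, n = 3) normalized counts, a log2 fold change of 2.19 with a standard error (SE) of 0.10 (adjusted p 3.72e-08). In PS mice it rose from 1528 ± 12.3 (SD, n = 2) to 6372 ± 670 (SD, n = 3), and in AS mice from 1326 ± 74.0 (SD, n = 3) to 6130 ± 781 (SD, n = 2). The corresponding log2 fold changes were 2.05 (SE 0.11, adjusted p 4.02e-07) and 2.204 (SE 0.11, adjusted p 1.56e-07).

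Plin4 (ENSMUSG00000002831.14, protein coding, GRCm38 chromosome 17, 56100591 to 56109803) had log2 fold changes of 4.31 in controls, 4.08 in PS and 4.75 in AS (adjusted p 2.78e-07, 2.51e-06 and 4.51e-07). Its level in controls went from 164 ± 53.7 (SD, n = 3) to 3272 ± 955 (SD, n = 3). For Cdkn1a (ENSMUSG00000023067.14, protein coding, GRCm38 chromosome 17, 29090976 to 29100727) the changes were 2.77, 2.80 and 2.74 (adjusted p 1.35e-07, 5.14e-07 and 4.51e-07). Zbtb16 (ENSMUSG00000066687.5, protein coding, GRCm38 chromosome 9, 48654297 to 48836222) changed by 2.34, 1.85 and 2.32 (adjusted p 1.23e-05, 0.000545 and 5.55e-05). Pla2g3 (ENSMUSG00000034579.17, protein coding, GRCm38 chromosome 11, 3488284 to 3499350) was named by the rule in controls (1.69, adjusted p 4.73e-05) and in AS (1.67, adjusted p 0.000223). In PS the rule also named Fam107a (1.56, adjusted p 0.000122) and the long noncoding RNA 9330121J05Rik (3.41, adjusted p 0.000118), the latter at GRCm38 chromosome 3, 62337524 to 62340532. 9330121J05Rik went from 28.7 ± 13.1 (SD, n = 2) to 300.3 ± 37.3 (SD, n = 3) normalized counts in PS mice. All 7 of these genes had every DEX library above every saline library of the same phenotype. The rule required such separation in each comparison where it picked a gene by smallest p.

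**Figure D1:**
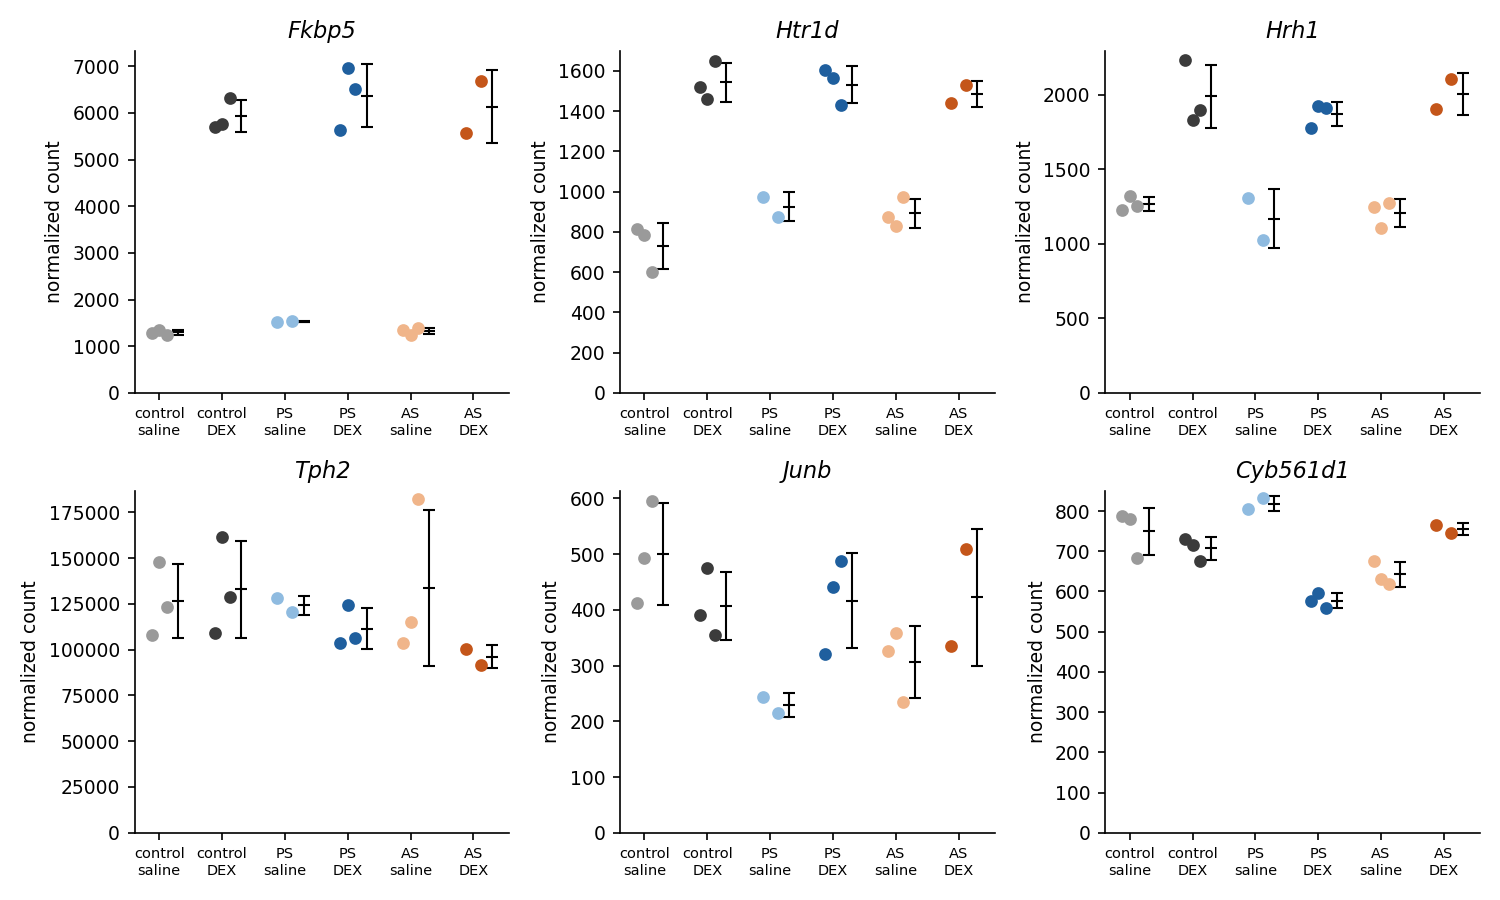
Normalized counts of 6 genes in each library (points), with the mean and SD of each group (bars), by phenotype and treatment. Fkbp5 lies between 1241 and 1537 in the saline libraries and between 5578 and 6958 in the DEX libraries, while Tph2 shows no such separation.

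The next question was how many genes responded to DEX within each phenotype. In control mice 145 genes were called higher and 38 lower after DEX. In PS mice 84 were higher and 18 lower, and in AS mice 78 were higher and 22 lower. Several alternatives moved these counts. The weighting of libraries gave 1402 genes in AS and 529 in PS and left controls at 176, and fits on only the groups compared gave 62 in controls, 56 in PS and 6 in AS. The counts also leaned on single libraries. In controls the count was 72 without con_dex_122, 87 without con_dex_101, 121 without con_dex_116, 277 without con_sal_102 and 289 without AS_sal_40, and it also fell by more than 1.5 times without con_sal_104. In PS it was 43 without PS_dex_34 and 58 without PS_dex_64, and in AS it was 59 without AS_sal_14 and 65 without AS_sal_40. DESeq2 on the recovered reads called 437, 187 and 274 genes, and edgeR's quasi-likelihood test called 180 genes in controls and stayed close to limma in PS and AS. The authors' deposited table holds 437, 187 and 274 genes at an adjusted p under 0.1, the same genes as DESeq2 gave here. The limma calls, all but 1 of those in controls and all of those in PS and AS, are among those called in the authors' deposited table.

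The DEX effect averaged over the 3 phenotypes, which uses all 8 saline and 8 DEX libraries, gave 625 genes, 403 higher and 222 lower. The count was 356 without AS_dex_42 and 409 without PS_sal_68. Of the 625 genes, 420 were called only in the average, and 615 moved in one direction in all 3 phenotypes. Their median change in the direction of the average was 0.52 in controls, 0.47 in PS and 0.54 in AS on the log2 scale. In all 3 phenotypes 57 genes were called, each with one direction, and 222 were called in at least 1. Called genes nearly always kept their sign elsewhere: 97.8% of the control calls moved the same way in PS and 92.9% in AS. Across all genes, which are not independent replicates, the log2 fold changes of controls correlated with those of PS at a Pearson r of 0.242 (Spearman 0.259) and with those of AS at 0.345 (Spearman 0.379), and those of PS and AS correlated at 0.199 (Spearman 0.092). These pairs share no library. With genes of a mean of at least 100 the Pearson values were 0.405, 0.497 and 0.344.

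**Figure D2:**
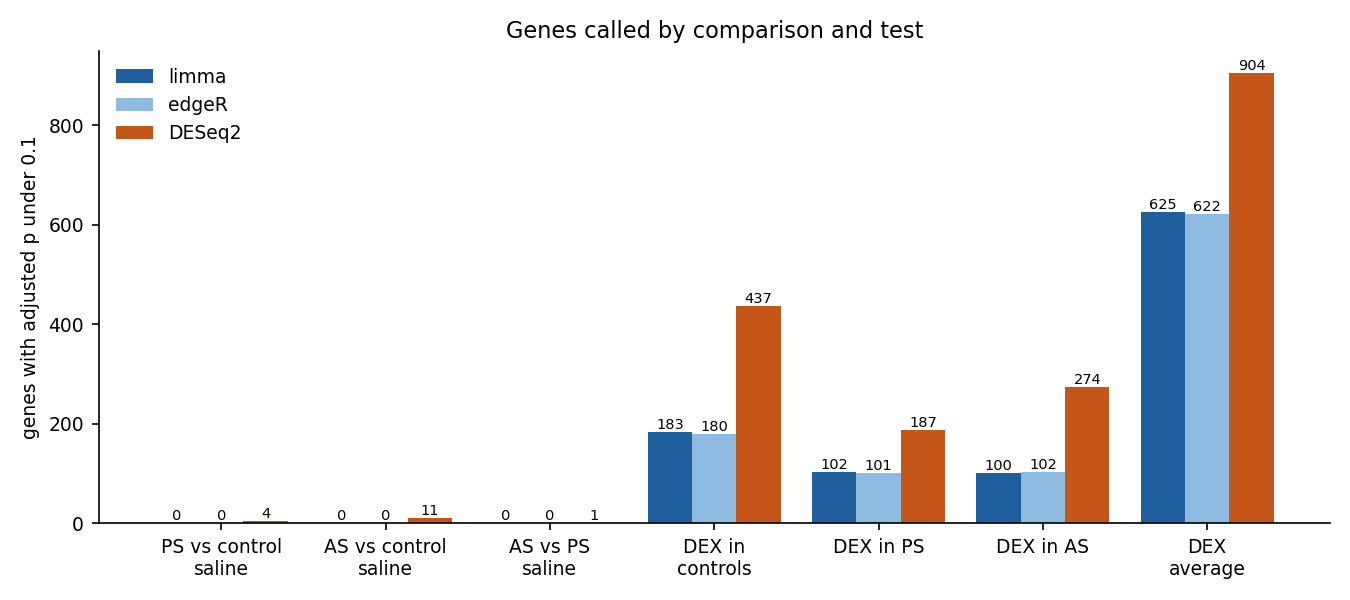
Number of genes with an adjusted p under 0.1 (bars, y axis) in 7 comparisons (x axis) by limma, edgeR and DESeq2. DESeq2 gives the most genes in each comparison, for example 904 against 625 by limma and 622 by edgeR for the average DEX effect.

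Whether the DEX response differed between phenotypes was tested by the interaction contrasts. No gene was called in any of them: 0 for PS against control (304 genes at an unadjusted p under 0.05, or 2.10%), 0 for AS against control (583, or 4.02%) and 0 for AS against PS (421, or 2.90%). The larger count of DEX genes in controls is therefore not matched by a gene whose response was shown to differ. With library weights 4 genes were called for AS against PS, and DESeq2 called 1, Cyb561d1. This gene (ENSMUSG00000048796.7, protein coding, GRCm38 chromosome 3, 108195687 to 108201212) fell in PS from 818 ± 18.5 (SD, n = 2) to 577 ± 19.3 (SD, n = 3) and rose in AS from 643 ± 30.3 (SD, n = 3) to 755 ± 15.1 (SD, n = 2) normalized counts. Its interaction was 0.74 on the log2 scale (SE 0.16, unadjusted p 0.000363), which did not pass the adjustment over genes (adjusted p 0.869). The adjusted p for Cyb561d1 was 0.0587 with library weights and 0.0528 with DESeq2.

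**Figure D3:**
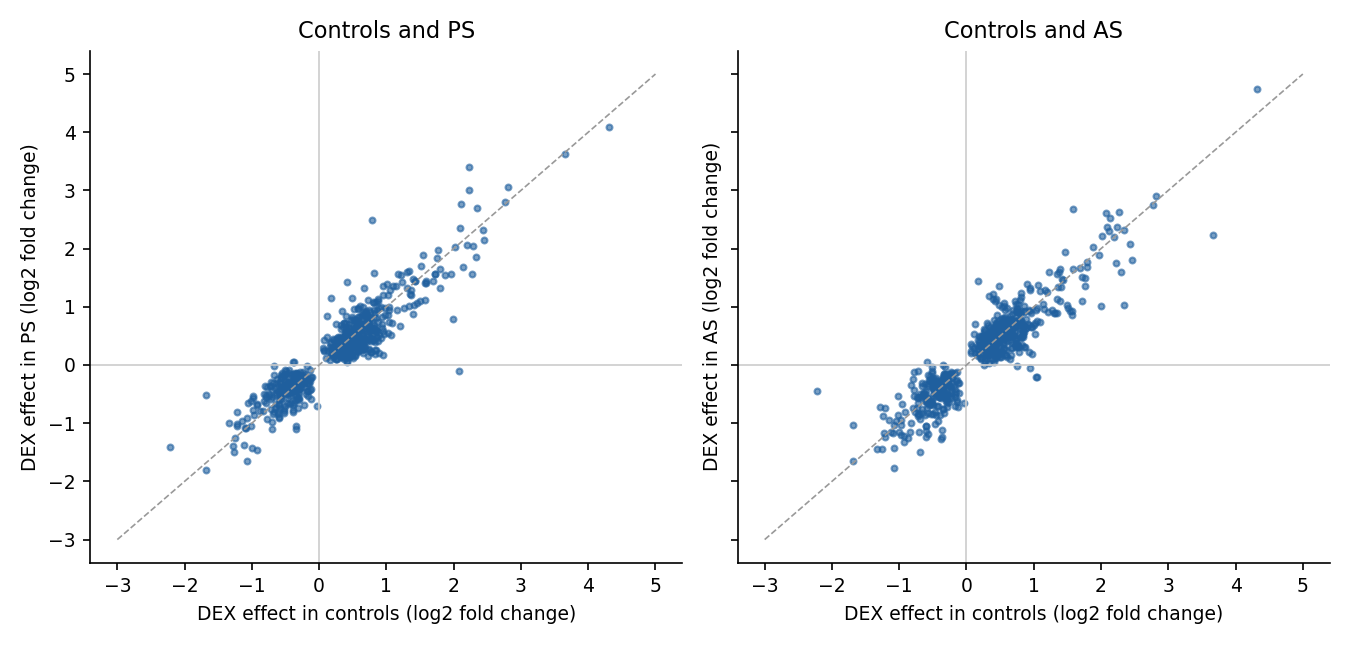
DEX effect in controls (x axis, log2 fold change) against that in PS (left) and AS (right) for the genes called in the average DEX effect (points), with the line of equality dashed. Of the 625 genes, 622 move with the average in PS and 618 in AS, which follows in part from their selection on the average.

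Serotonergic genes were asked about because the nucleus is the main source of forebrain serotonin. Of the 18 listed genes tested, 1 was called in each phenotype after DEX and 3 in the average. Adjusted over the list alone the counts were 1 in controls, 1 in PS, 2 in AS and 3 in the average. The study discusses several of these genes from these libraries, so the list is not independent evidence. With the serotonin neuron covariate 1 gene of the list was called in the average. The count in the average was also 1 without con_sal_104, con_dex_101, PS_sal_62 or AS_dex_42. Htr1d (ENSMUSG00000070687.11, protein coding, GRCm38 chromosome 4, 136423524 to 136444398) rose in all 3 phenotypes. It went from 732 ± 115 (SD, n = 3) to 1544 ± 95.6 (SD, n = 3) in controls, from 925 ± 71.4 (SD, n = 2) to 1533 ± 91.9 (SD, n = 3) in PS and from 892 ± 73.2 (SD, n = 3) to 1486 ± 62.7 (SD, n = 2) in AS. The log2 fold changes of Htr1d were 1.09 (SE 0.12, adjusted p 0.000461), 0.73 (SE 0.14, adjusted p 0.0295) and 0.74 (SE 0.14, adjusted p 0.0267). The call in PS was lost without PS_dex_34 (adjusted p 0.14) and that in AS without AS_sal_14 (adjusted p 0.125).

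The other 2 serotonergic calls were in the average alone. Htr5b fell by 0.71 on the log2 scale (SE 0.19, adjusted p 0.0668) and Htr1a fell by 0.25 (SE 0.07, adjusted p 0.0677). Each of these 2 calls was lost in 8 of the 16 fits that left out 1 library, among them the fit without AS_dex_42 (adjusted p 0.295 and 0.265). Within AS mice Htr5b fell by 1.12 (SE 0.35) from 945 ± 293 (SD, n = 3) to 434 ± 162 (SD, n = 2), which did not pass the adjustment (adjusted p 0.286). The adjusted p of Htr5b in AS was 0.06 with DESeq2, 0.0277 with library weights and 0.0618 with the ependymal cilia covariate, and it ran from 0.0277 to 0.794 over all alternatives. Maoa in PS changed by -0.11 (SE 0.14, adjusted p 1), from 5753 ± 243 (SD, n = 2) to 5349 ± 142 (SD, n = 3). The study reports a decrease of Maoa in PS alone. In the authors' deposited table, however, Maoa in PS has a log2 fold change of -0.105 with an unadjusted DESeq2 p of 0.503, and it is not called. In AS mice the level of Maoa went from 6511 ± 1347 (SD, n = 3) to 4975 ± 91.7 (SD, n = 2). In controls it went from 5853 ± 574 (SD, n = 3) to 6054 ± 656 (SD, n = 3). Tph2, the gene of the enzyme that starts serotonin synthesis in the brain, was abundant in every library, between 91764 and 182191 normalized counts. The study excluded DEX samples of PS and AS mice with low Tph2 before its analysis, so this abundance is set in part by that selection, and the DEX comparisons of Tph2 in PS and AS are made on what remained. The study describes more DRN libraries than are analyzed here even after that exclusion, and the reason for the difference is not known. Tph2 was called in no comparison. Its largest change was -0.43 in AS after DEX (SE 0.24, adjusted p 0.562), and this was -0.19 without AS_sal_40, the library with the highest value.

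Several other genes named by the study on these libraries were examined. Hrh1, a histamine receptor gene (ENSMUSG00000053004.9, protein coding, GRCm38 chromosome 6, 114397936 to 114483296), rose after DEX in every phenotype. The log2 fold changes were 0.65 in controls, 0.69 in PS and 0.73 in AS (adjusted p 0.0113, 0.0232 and 0.0153). In PS the call was lost without PS_dex_34 (adjusted p 0.123). With only the groups compared in the fit the call was lost in each phenotype (adjusted p 0.12, 0.131 and 0.413). In the average DEX effect Grin2c rose by 0.65 (adjusted p 0.00545), Pdgfra by 0.30 (adjusted p 0.0171) and Igf1r by 0.61 (adjusted p 0.0676), and the call of Igf1r was lost in 8 of the 16 fits without 1 library, for example without AS_dex_42 (adjusted p 0.223). In controls Slit2 rose by 0.59 (adjusted p 0.17) and Adra2a changed by -0.52 (adjusted p 0.187), so neither was called. The adjusted p of Slit2 was 0.054 without con_sal_102. With DESeq2 both passed, at adjusted p 0.0487 for Slit2 and 0.0613 for Adra2a.

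The effect of chronic stress itself was read from the saline libraries. No gene was called in PS against control (0, with 1112 genes or 7.67% at an unadjusted p under 0.05), in AS against control (0, with 347 or 2.39%) or in AS against PS (0, with 494 or 3.41%). Without con_sal_102 there were 15 genes in PS and 20 in AS. DESeq2 called 4, 11 and 1 genes, as many as the authors' deposited table, and library weights gave 2 genes for AS against PS. Junb was lower in PS saline, at 229 ± 21.4 (SD, n = 2) against 499.9 ± 91.5 (SD, n = 3) in control saline, a log2 difference of -1.11 (SE 0.25, adjusted p 0.571). Cp was higher in AS saline, at 652 ± 142 (SD, n = 3) against 349 ± 87.9 (SD, n = 3), a log2 difference of 0.90 (SE 0.21, adjusted p 0.998). With DESeq2 their adjusted p was 0.096 and 0.0926. Mid1 (ENSMUSG00000035299.16, GRCm38 chromosome X, 169685199 to 170005736) was at 155 ± 26.7 (SD, n = 2) in PS saline and 692 ± 172 (SD, n = 3) in AS saline, 2.13 apart on the log2 scale (SE 0.49, adjusted p 0.728, DESeq2 adjusted p 0.0396). The value of Mid1 is uncertain, since it has an annotated pseudogene, Mid1-ps1, whose reads the counting can share, and its control saline libraries spanned 188 to 567.

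The stress effects of PS and AS correlated at a Pearson r of 0.55 across genes (Spearman 0.44). Both are measured against the same 3 control libraries. Unchanged groups of the same sizes, simulated together with shared controls, gave a mean r of 0.446 (0.412 to 0.488). Their noise was drawn independently for each gene, so this range leaves out variation that genes share within a library. The 560 arrangements of the 8 saline libraries gave a median of 0.467, from -0.122 to 0.87. The observed r was 0.745 without con_sal_102 and 0.313 without AS_sal_8.

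Gene sets were compared to ask which functions moved together, and the preset correlation of camera made many calls. The study's own gene set analysis of this tissue had already reported several of these themes. Among them were ribosome, oxidative metabolism, proteasome, myelin, glutamatergic transmission, RNA silencing and cilia. Calls of those sets here are therefore not independent evidence. After DEX the target genes rose by a mean of 1.16 in controls, 1.13 in PS, 1.13 in AS and 1.14 in the average (adjusted p 1.08e-40, 2.57e-67, 2.16e-37 and 6.38e-53), with 29 of 30 members rising in each. In the average 9 sets were called. Besides the target genes these were myelin (-0.52), microglia (-0.32), cytosolic ribosome (-0.18), oxidative phosphorylation (-0.17), serotonin neuron markers (-0.17), proteasome (-0.13), RNA silencing (0.18) and potassium channels (0.08). The call in the average was lost in 8 of the 16 fits without 1 library for RNA silencing, in 7 for potassium channels and in 4 for serotonin neuron markers, with adjusted p up to 0.131, 0.217 and 0.166. Without AS_sal_40 the values in the average were -0.08 for ribosome, -0.093 for oxidative phosphorylation and -0.068 for proteasome genes, all still called. The potassium channel and RNA silencing values were 0.037 and 0.118 in that fit. Controls had 8 sets, with glutamatergic synapse genes (0.17) among them. That glutamatergic call was lost in 4 of the 16 fits without 1 library, for example without con_sal_104 (0.073, adjusted p 0.376). The value in controls was 0.021 with the transcript length trend removed (adjusted p 0.829). PS had 8 sets, with dopamine neuron markers (0.44), choroid plexus (0.53), astrocytes (0.20) and the mitochondrial genome (0.38) among them. The choroid plexus call in PS (adjusted p 0.0498) was lost in 8 of the 16 fits without 1 library. It was also lost with TMM scaling (0.0544), quantile normalization (0.0583) and library weights (0.0623). The mitochondrial genome call in PS was lost without PS_dex_34 (adjusted p 0.0644) and with quantile normalization (0.111). AS had 11 sets, with GABA neuron markers (0.36), the mitochondrial genome (-0.51) and ribosome genes (-0.37) among them, and this count was 5 without AS_sal_40. The GABA neuron call in AS was lost without AS_sal_14 (adjusted p 0.0532) or AS_sal_40 (0.0525). The mitochondrial genome value in AS was -0.258 without AS_sal_14, and its call was lost in 1 of the 16 fits (adjusted p 0.169). The number of sets in AS was 7 after removal of the transcript length trend, an alternative added later.

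In the saline libraries 8 sets were called for PS against control, 8 for AS against control and 11 for AS against PS. PS had lower ribosome (-0.37, adjusted p 1.08e-14, 79 of 80 members), oxidative phosphorylation (-0.28), proteasome (-0.24), dopamine neuron (-0.59) and immediate early (-0.18) values, and higher glutamatergic synapse (0.30), RNA silencing (0.38) and potassium channel (0.18) values. AS had higher ependymal cilia (0.81, adjusted p 0.000438, 25 of 25 members), endothelium (0.27), mural cell (0.24), microglia (0.19), astrocyte (0.18) and glucocorticoid target (0.14) values, and lower GABA neuron (-0.30) and immediate early (-0.22) values. The dopamine neuron value in PS was -1.10 without PS_sal_62 and -0.07 without PS_sal_68, and its call was lost without con_sal_102 (adjusted p 0.0722). With the transcript length trend removed, an alternative added later, the PS calls of glutamatergic synapse (0.118, adjusted p 0.147) and RNA silencing genes (0.095, 0.149) were lost. So were the PS calls of potassium channels (0.092, adjusted p 0.102) and immediate early genes (-0.101, 0.264). The immediate early call in PS was also lost without con_sal_102 (adjusted p 0.221) or AS_sal_40 (0.0736), and the potassium channel call without con_sal_114 (0.417). Most calls in AS also leaned on single libraries. Without AS_sal_40 the call was lost for ependymal cilia (adjusted p 0.0722), astrocytes (0.154), microglia (0.643), mural cells (0.484), GABA neurons (0.484) and immediate early genes (0.228). The ependymal call was also lost without con_sal_102 (0.108) or AS_sal_14 (0.0781), as was that of astrocytes (0.0581 and 0.0743). The mural call was lost without con_sal_114 as well (0.173), and the GABA neuron call without con_sal_102 (0.19) or con_sal_114 (0.131). The endothelium and glucocorticoid target calls in AS held in every fit without 1 library. The endothelium value ran from 0.14 without con_sal_104 to 0.441 without con_sal_102, and the glucocorticoid target value from 0.116 to 0.156. The number of sets for AS against control was 13 without con_sal_104. The serotonergic set and the oligodendrocyte precursor set were called in no comparison (average DEX effect -0.04 and 0.06, adjusted p 0.369 and 0.434). No called set changed direction under TMM scaling or quantile normalization. Under fry only the glucocorticoid targets held after DEX, in each phenotype and in the average, and microglia in the average (fry adjusted p 0.0455). With the correlation estimated only the glucocorticoid targets held. No set held for any stress comparison under either.

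The libraries also differed in ways the groups do not describe. The first principal component of the log2 values held 24.9% of the variance and the second 19.2%. Each of the 21 set scores was correlated with both components over the 16 libraries, which made 42 relations with 2-sided permutation tests of 100000 resamples and BH adjustment. At an adjusted p under 0.05 by Pearson correlation, 8 sets followed the first component and 2 the second, and Spearman correlation added choroid plexus (adjusted p 0.014) and ependymal cilia (0.044) for the first. The ribosomal score rose with the first component (Pearson r 0.932, permutation p 1e-05, the smallest possible, adjusted p 1e-04) at a Spearman rho of 0.903 (permutation p 1e-05, adjusted p 0.00021), and r was 0.886 without the 2 libraries farthest along the component. Glutamatergic synapse genes fell along it (Pearson r -0.952, permutation p 1e-05, adjusted p 1e-04) at a rho of -0.909 (permutation p 1e-05, adjusted p 0.00021), with r -0.876 without those 2. The ependymal cilia score rose with the second component (Pearson r 0.88, permutation p 4e-05, adjusted p 0.00028) at a rho of 0.879 (permutation p 5e-05, adjusted p 0.0007), with r 0.788 without the 2 farthest. AS_sal_40 had the highest ribosomal score (0.83) and blood marker score (1.32), and the ependymal score ran from -2.51 in PS_dex_6 to 1.74 in PS_dex_64. The motor neuron score ran from -2.56 in con_sal_114 to 1.85 in PS_sal_68. No sequencing batch is given by the labels.

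**Figure D4:**
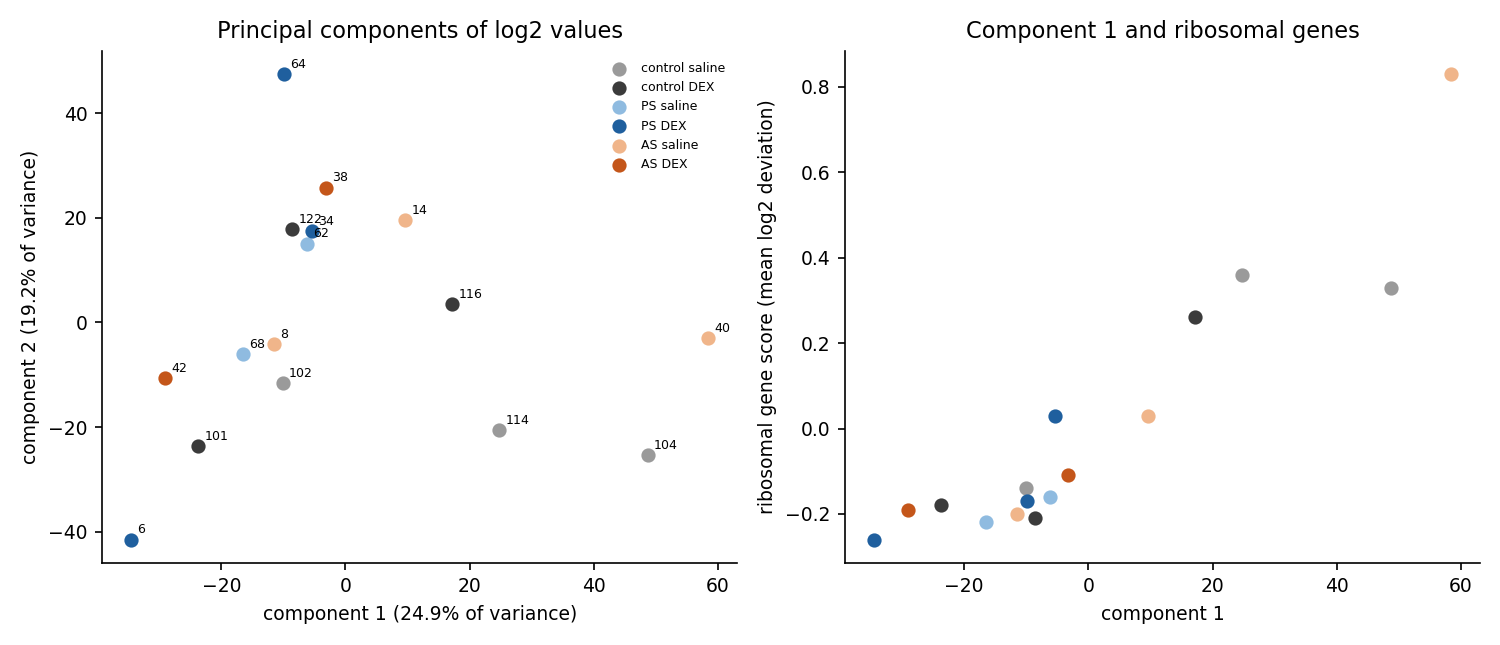
First against second principal component of the log2 normalized counts (left) and first component against the ribosomal gene score (right), with 1 point per library colored by group. AS_sal_40, con_sal_104 and con_sal_114 lie at the high end of the first component, apart from the other libraries of their groups.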

Values the study reported

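For the DRN, the study reported 11 differentially expressed genes in AS mice and 4 in PS mice relative to control, and a single gene, Mid1, between PS and AS. After DEX it reported 437 genes in controls, 187 in PS and 274 in AS mice of this region.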

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

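The tests in this part were chosen before their results were seen, although the removal of length and GC trends was added after seeing the data. Cyb561d1 stood out among the named genes because its libraries moved in opposite directions after DEX in the 2 coping phenotypes. It was on the named list because the study reported it, from these same libraries, as its only interaction gene in this tissue. Its opposite movement is thus no independent finding. In PS mice the DEX libraries (576, 597 and 559 normalized counts) all lay below the saline libraries (805 and 832), and in AS mice the DEX libraries (766 and 745) all lay above the saline libraries (677, 632 and 619). The difference between the DEX effects, AS minus PS, was 0.736 on the log2 scale (limma, unadjusted p 0.000363), and it did not pass the adjustment over genes (adjusted p 0.869). Its adjusted p for the interaction was 0.0587 with library weights and 0.0528 with DESeq2, and over all alternatives it ran from 0.0528 to 1.

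The technical explanations tested give a mixed picture. Removing each library's trend with transcript length left the difference for Cyb561d1 at 0.679 and removing that with GC content left it at 0.649, which argues against either trend as the whole cause. Opposite separation of the PS and AS arms was not rare across genes: 318 genes showed it, and 38 of 100 random relabelings of saline and DEX within phenotypes gave as many. Counting opposite separation between any 2 of the 3 phenotypes, 484 genes showed it against a median of 434 in the draws, and 46 of the 100 draws gave as many. Chance over many genes is therefore a candidate explanation for the pattern, and a true difference between the coping phenotypes stays open. The effect was stable to leaving out single libraries, from 0.71 to 0.774, but PS saline and AS DEX hold 2 libraries each, so the data are too few to separate these.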

How the results depend on the processing

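The tests in this part were chosen before their results were seen, except 3 alternatives chosen after seeing the data: a filter of at least 10 reads in every library and the removal of trends with transcript length and with GC content.

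Most counts of genes kept within 1.5 times their value. The glucocorticoid target list, the count for the average DEX effect apart from library weights, and the 0 calls for the interactions of PS and AS with control stayed so in all alternatives that kept every library. The exceptions follow, and the cause was not tested unless one is given. With library weights (arrayWeights) the calls were 2 for AS against PS saline, 529 for DEX in PS, 1402 for DEX in AS, 1328 for the average and 4 for the interaction of AS against PS. AS_sal_40 had the lowest weight, 0.18, and AS_sal_14 the highest, 5.66. DESeq2 gave 4 genes for stress in PS, 11 for stress in AS, 1 for AS against PS saline, 437 for DEX in controls, 187 in PS, 274 in AS and 1 for the interaction of AS against PS. All 437 of the DESeq2 calls in controls are in the authors' deposited table, against 182 of the limma calls. In the simulated data DESeq2 also made more false calls than limma (25.4% against 12.0% of calls). With only the groups compared in the fit the calls were 62 for DEX in controls, 56 in PS and 6 in AS, where fewer libraries leave fewer degrees of freedom by construction. At an adjusted p under 0.05 they were 112 in controls and 66 in AS.

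Gene set counts depended on how the correlation between genes was treated. With an estimated correlation or with fry the counts were 0 for each of the 3 saline comparisons and 1 for DEX in each phenotype, and for the average they were 1 with an estimated correlation and 2 with fry. Removing the length trend gave 7 sets for AS against PS saline, 5 for DEX in controls and 7 for DEX in AS. In the serotonergic list 1 gene was called in the average with the serotonin neuron covariate, which shares genes with that list.

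The correlation of DEX effects across genes rose when low genes were damped or left out. Between controls and PS it was 0.405 for genes with a mean of at least 100, 0.354 with a pseudocount of 10 and 0.412 for genes with at least 10 reads in every library. Between controls and AS the values were 0.497, 0.455 and 0.511, and between PS and AS they were 0.344, 0.276 and 0.301. The cause was not tested.

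The direction of Tph2, whose changes under saline were all near 0, reversed in several settings. For PS against control it was 0.051 with quantile normalization, 0.047 with library weights, 0.037 with the serotonin neuron covariate and 0.064 with the length trend removed, against -0.01. For AS against control it was -0.009, -0.062 and -0.021 with quantile normalization, library weights and the ependymal cilia covariate. For AS against PS it was -0.06 and -0.109 with quantile normalization and library weights. After DEX in PS it was 0.014 with the serotonin neuron covariate. The same covariate is built from the serotonin neuron set, so it sets the change of that set to 0 in PS and in the average by construction.

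Leaving out 1 library at a time moved the counts of genes from 72 (without con_dex_122) to 289 (without AS_sal_40) for DEX in controls, from 43 (without PS_dex_34) to 1.2e+02 (rounded, without AS_sal_40) in PS, from 59 (without AS_sal_14) to 118 in AS and from 356 (without AS_dex_42) to 713 in the average, and from 0 to 15 for stress in PS and 0 to 20 for stress in AS, both highest without con_sal_102. Set counts ran from 7 to 13 for stress in AS (highest without con_sal_104) and 5 to 12 for DEX in AS (lowest without AS_sal_40). The serotonergic list ran from 1 to 4. The correlations ran from 0.118 to 0.298 for controls and PS, 0.208 to 0.429 for controls and AS, 0.096 to 0.252 for PS and AS, and 0.313 to 0.745 for the stress effects. Tph2 ran from -0.122 to 0.107 for stress in PS, -0.199 to 0.21 for stress in AS, -0.186 to 0.223 for AS against PS and -0.083 to 0.201 for DEX in controls. Between AS and PS saline the ependymal cilia set ran from -0.156 to 1.249 and the endothelial set from -0.014 to 0.354. For DEX in PS the serotonin neuron set ran from -0.395 to 0.032, the dopamine neuron set from -0.075 to 0.953 and choroid plexus from -0.372 to 1.422. These 5 sets each reached the opposite sign when a PS saline library was left out, which leaves 1 library in that arm.

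Among the named genes, 53 other values lost their call, 29 of them with only the groups compared, and 11 gained one. Among the called sets, 172 values lost their call, 59 with an estimated correlation and 58 with fry. No paired analysis was possible because the groups share no library numbers.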

Other observations

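Some tests in this part were chosen only after the result was seen: the ribosomal genes without AS_sal_40, the noncoding genes in the DEX libraries, the control counts with arms as in PS and as in AS, and Galntl6, and the removal of length and GC trends was added after seeing the data.

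The limma calls after DEX here were 145 genes higher and 38 lower in controls, 84 higher and 18 lower in PS, and 100 genes in AS. Those are lower than the values quoted from the study above.

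The limma counts for stress were 0 in AS (347 genes at an unadjusted p under 0.05), 0 in PS (1112) and 0 between the phenotypes (494). Those are lower than the values quoted from the study above.

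Other splits of the same libraries put these counts in context. For DEX in controls 1 of the 10 splits of the 6 libraries, the real one, gave as many genes as limma called, and no other gave more than 2. The smallest share that 10 splits allow is 1 in 10, so this design cannot go lower. For the average DEX effect 1 of 100 random splits within phenotypes, the real one included, gave as many as 625 genes, and no other gave more than 23. The same held for the glucocorticoid target list (1 of 100 splits) and for the serotonergic list (1 of 100 splits). Set counts by camera behaved otherwise: 7 of the 10 splits of the control libraries gave as many as the 8 sets called after DEX, and 58 of 100 splits gave as many as the 9 sets of the average. For stress in AS 6 of the 10 splits gave as many as 8 sets. With 0 genes called (347 at an unadjusted p under 0.05) 10 of the 10 splits give as many by construction, which says nothing about that count. For these 3 comparisons the number of sets past the threshold of camera therefore says little about treatment or stress, and the other comparisons were not split in this way.

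One of those splits deserves a second look. Setting AS_sal_8, AS_sal_14 and con_sal_102 against AS_sal_40, con_sal_104 and con_sal_114 gave 3964 genes, while the labeled split of the same 6 libraries gave 0. These are samples picked out by the data and not groups of the study. The 3 libraries on one side are those with the highest ribosomal scores of the 16 (0.83, 0.33 and 0.36), and they share the high end of the first component, along which synapse, RNA silencing and potassium channel genes fall while ribosomal, proteasome and oxidative phosphorylation genes rise. What made these libraries differ was not tested, and dissection and RNA quality per library were not analyzed here.

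The ribosomal genes show what this axis does to a comparison. After DEX in AS they fell by a mean of 0.37 on the log2 scale, and without AS_sal_40 the change was -0.069, so 1 library may carry most of it. Transcript length and GC trends were not the whole cause, since the change was -0.252 and -0.401 after their removal. In PS against control saline the ribosomal genes were lower by a camera mean of -0.37, and -0.225 with the length trend removed, again not the whole cause. Over the 8 saline libraries, however, an exact 2-sided permutation test of the set score gave p = 0.314 (560 arrangements), so variation between libraries is a candidate explanation here too. A stress effect in PS stays open and cannot be judged with 2 PS saline libraries.

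In the main fit more genes were called after DEX in controls than in PS or AS. Library weights reversed this order, with 176 genes in controls, 529 in PS and 1402 in AS. With only the groups compared the counts were 62, 56 and 6. In the main fit the larger number in controls than in AS may come from group size, while this stays open for PS. Controls were compared at 3 against 3 libraries and the stressed phenotypes at 3 against 2. When each control library was left out in turn the control counts ran from 72 to 277 with a median of 112.5. With a DEX library left out, which gives the arms of AS, they ran from 72 to 121 with a median of 87, around the 100 genes of AS. With a saline library left out, which gives the arms of PS, the median was 234, well above the 84 higher and 18 lower genes of PS, with 277 without con_sal_102, 234 without con_sal_114 and a count close to that of PS without con_sal_104. With 3 such fits, group size and a weaker response in PS cannot be told apart. No interaction gene was called either, at 304 and 583 genes with an unadjusted p under 0.05 for PS and AS. A weaker response of single genes in stressed mice is thus not shown, although these tests would miss small differences.

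The correlation of 0.55 between the stress effects of PS and AS was held against 2 views of what shared controls give. Unchanged groups and shared controls simulated with noise independent between genes gave 0.412 to 0.488 in 100 simulations, all below 0.55. Such noise leaves out variation that genes share within a library, so this range cannot show that 0.55 is high. Rearranging the real saline libraries, which keeps their own variation, gave a correlation as high in a share of 0.273 of the 560 arrangements. Shared controls together with variation between libraries are a candidate explanation. The simulation lacks that variation and cannot exclude this explanation. The observed value of 0.55 also leaned on single libraries. It was 0.45 without PS_sal_62, 0.432 without AS_sal_14 and 0.313 without AS_sal_8, against 0.745 without con_sal_102 and 0.707 without AS_sal_40. A shared stress effect stays open.

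The genes that pass for stress in the authors' deposited table are mostly noncoding. Over the columns for PS, AS and the pooled stressed mice, 18 of 25 distinct genes in the authors' deposited table are noncoding, 17 of the 23 in the pooled column and 10 of the 11 in AS. These 18 genes, singled out after their values were seen, have a median mean of 86.8 normalized counts, and each was higher in con_sal_104 and con_sal_114 than in every stressed saline library. In con_sal_102 only 5 of the 18 were. The mean log2 deviation of the 18 genes was -0.446 in con_sal_102, 2.206 in con_sal_104 and 2.144 in con_sal_114, against -0.974 to -0.5 in the stressed saline libraries. Among the DEX libraries it was 1.52 in con_dex_101, 0.29 and 0.339 in the other controls, -0.303 to 0.478 in PS and -1.263 and -1.158 in AS. Without con_sal_102 limma called 15 genes for stress in PS and 20 in AS, of which 12 and 18 were noncoding and 6 and 12 belonged to the 18.

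Several explanations were weighed for these noncoding genes. Removing the GC trend left the mean log2 difference of stressed against control saline libraries at -2.123 and removing the length trend left it at -2.086, against -2.13 before, which argues against both. Among the DEX libraries, control against stressed libraries gave an exact 2-sided permutation p of 0.179 (56 splits). This is no independent check, since DESeq2 on all 16 libraries gives the same calls for stress in PS and in AS, so the DEX libraries probably entered the fit behind those columns, and the pooled column was not refitted. A link to the stress phenotype therefore cannot be told apart from variation between libraries. Of the 18 genes 11 (61.1%) start within 2 kb of a protein-coding gene start on the opposite strand, against 419 of 1160 other noncoding genes (36.1%; Fisher's exact test, 2-sided, p = 0.045), a comparison made after the names of the genes had been seen. Transcription or reads spilling from the partner promoters is thus a candidate source of the shared variation. Counting without regard to strand could add reads of the coding partner, and this stays open because the counting strand is not stated.

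Mid1, 2.13 higher in AS than in PS saline on the log2 scale, was tested for reads shared with its pseudogene. The sum of Mid1 and Mid1-ps1 differed by 2.06, so a shift of reads between the pair is an unlikely source. Mid1 ranged from 136 to 1161 normalized counts over the 16 libraries and from 188 to 567 in the 3 control saline libraries. Among the DEX libraries it was at 923 ± 340 (SD, n = 3) in PS and 849 ± 440 (SD, n = 2) in AS. The lower level in PS was thus seen under saline only, and a difference between coping phenotypes under saline stays open.

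In the authors' deposited table the interaction of DEX with pooled stress has 2 genes, Galntl6 (adjusted p 0.0245) and Dach1 (adjusted p 0.0675). The same contrast in limma gave Galntl6, picked after its values were seen, a log2 difference of -0.55 (SE 0.11, unadjusted p 0.000154), with an adjusted p of 1 and 0 genes called. Galntl6 rose after DEX in controls from 1423 ± 26.2 (SD, n = 3) to 1883 ± 56.6 (SD, n = 3) normalized counts and fell in PS (mean 1743 to 1580) and in AS (mean 1625 to 1464), with no overlap between saline and DEX libraries in any of the 3 phenotypes. Such separation, with controls one way and both stressed phenotypes the other, was found in 6 genes against a median of 5 (0 to 103) in the random relabelings, so it is no more frequent than chance gives.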
